A study of Arabidopsis thaliana with 8 samples.

How the data were processed

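RNA was sequenced from roots of Arabidopsis thaliana seedlings of the Col-0 ecotype, the standard laboratory accession. The seedlings were 14 days old and were moved for 4 h to medium with 10 µM mebendazole (MBZ) or to medium with the solvent dimethyl sulfoxide (DMSO) alone. Mebendazole is a benzimidazole drug that binds tubulin in parasitic worms. Each sample was placed in a group by its title, which gave 4 DMSO and 4 MBZ samples. The column names equal the sample descriptions plus a sequencing suffix, and in the MBZ samples these hold the words DMSO, 4h and SM but not MBZ, so the assignment of the drug rests on the titles. Both groups carry the replicate numbers 1 to 4, taken from the titles. The labels do not say that equal numbers were handled together.

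The authors deposited a table of raw read counts for 33602 genes and a table of RPKM values (reads per kilobase of gene, scaled to the library total) for 17872 of them. Per the labels, RNA came from ground frozen tissue and libraries followed Illumina protocols. The labels and the file headers state no aligner, counting program, genome build, annotation or strand setting. Read counting that splits reads between near-identical genes or ignores strand would affect paralogs and overlapping genes. The count columns held whole numbers with a different total in each sample. In the RPKM table deposited by the authors, RPKM divided by the raw count was a fixed constant per gene times a fixed constant per sample, with a relative spread of at most 3.8e-14. All 17872 genes of that table had over 1 CPM in at least 4 samples. A further 1230 genes of the count table met the same limit and were outside the RPKM table. The totals implied by the RPKM values differed from the totals over protein-coding genes by at most 0.00716%, against 0.0214% for the totals over all genes. The TMM factors computed here ran from 0.994 to 1.009 and would have moved the totals by more than that. No column of either table lacked a sample (0 columns left out).

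Gene symbols were taken from a RefSeq gene table for assembly TAIR10.1, to which 32835 of the 33602 identifiers matched. No coordinates are given, since neither the labels nor the headers name a genome build. Genes without a symbol are named by their locus identifier.

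Total counts per library ran from 38042437 (DMSO replicate 4) to 54818801 (MBZ replicate 1). At these depths a floor of 3 counts corresponds to between 0.055 and 0.079 CPM (counts scaled to the library total). Reads were not marked with molecular identifiers in the labels, so counting error may understate the technical error.

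The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on the deposited counts, with TMM factors and the filterByExpr gene filter, a design with the group as its single factor and all 8 libraries. The filter left 20867 genes. P-values were adjusted by the Benjamini-Hochberg method and the threshold was an adjusted p of 0.05. A second count also required an absolute log2 fold change of at least 1. Standard errors (SE) of log2 fold changes were the size of the change divided by the square root of its F statistic. For large changes with far fewer reads in one group, these SE can be too small. For AT5G19890, ARGOS and ERF1 they lie below the counting error of the DMSO libraries alone. The SE and the count floors concern the spread between these libraries and counting error, not the spread of a repeated experiment. CPM values were scaled with the TMM factors and are given as mean ± SD.

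For 6 gene sets (ethylene response, auxin response, cytokinin response, tubulin, mitosis and root hair), the direction of change was tested with the fry rotation test of limma 3.58.1, two-sided, adjusted over the 6 sets. The sets, the edgeR and fry tests and the first group of alternatives below were fixed before the data were examined. The sets were compiled from general knowledge of Arabidopsis genes, and ACO3 was left out because the gene table did not pair its identifier with that symbol. ESE1 and ACS4 did not pass the count filter. Because fry tests a set on its own, each set's median was also placed among the medians of 10000 random lists. These were of the same size, were drawn from 50 bins of mean expression, and were added only after the results were seen.

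The genes named in the text followed a rule fixed in advance, and not every gene it selected is described. It took the 6 largest rises and 6 largest falls among genes past the threshold with a mean of at least 50 counts and groups that did not overlap. It added the 2 genes with the smallest p-value in each direction and up to 4 genes per set with the smallest p-values past the threshold. All tubulin genes and EBF2, ERF1, ETR2 and ARGOS were included whatever their result. Other genes in the text were chosen after their values were seen: these are the remaining members of the 6 sets, the most abundant genes, and the genes of the closing section.

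Alternatives fixed in advance were DESeq2 size factors, upper-quartile factors and library size alone in edgeR, no filter on low counts, a minimum mean of 50 counts, the DESeq2 1.42.0 Wald test, limma-voom, limma on log2(RPKM + 1) and log2(RPKM + 0.1), a filter at a mean of 1 RPKM, the replicate number as a block, a loess correction (span 0.3) on gene length, the camera test for sets (inter-gene correlation 0.01), and leaving out each library. Fold changes from RPKM are on the log2(RPKM + pseudocount) scale, which understates the change of low genes. Chosen after seeing the data were the random lists, a correction on GC content and a test against a 1.5-fold change. Tests that assumed a biological coefficient of variation of 0.1 or 0.2 were chosen then too. They used edgeR's likelihood-ratio test in place of the quasi-likelihood test. Gene lengths implied by the RPKM table existed for 85.6% of tested genes and GC contents, from TAIR10.1 exons, for 99.8%. Genes without a value received no correction.

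The procedure was tested on simulated data made from the real means and library sizes, with 200 changed genes among 20760 tested. In the real data 66.5% of tested genes passed, so the simulation does not test scaling or false calls under so wide a change. Genes of equal mean received the same simulated spread, which real genes need not have. edgeR recovered 99 of 100 genes changed 2-fold and 71 of 100 genes changed by 0.3 on the log2 scale, with 3 false calls. With no gene changed it called 1 of 20786 genes. A simulated length bias produced 6162 calls among 20769 genes without the length correction and 0 with it. In a further simulation a shift of 0.3 in the 15 tubulin genes gave a median of 0.303 and a fry adjusted p of 4.16e-08, while the smallest adjusted p of an unshifted set was 0.053.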

Results

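Transcript levels were measured in 8 root libraries, 4 from seedlings on solvent (DMSO) and 4 from seedlings given 10 µM mebendazole (MBZ) for 4 h. The design addresses which root transcripts change within hours of exposure to this drug, which binds tubulin in parasitic worms. The deepest library was MBZ replicate 1 with 54818801 counts, and the shallowest was DMSO replicate 4 with 38042437. Between 23382 and 23758 genes had at least 1 count in a library. The 10 most abundant genes of each library took 5.42% ± 0.103 of the counts in the DMSO group and 4.90% ± 0.0615 in the MBZ group (SD, n = 4 each). PYK10 (AT3G09260) accounted for a mean of 1.41% of the counts in DMSO libraries and 0.852% in MBZ libraries, and EXT3 (AT1G21310) for 0.989% and 1.25%.

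The libraries separated by treatment. The first principal component of log2 CPM held 85.3% of the variance and the second held 2.76%. Pearson correlations of log2 CPM across genes ranged from 0.9963 to 0.9970 within the DMSO group and from 0.9962 to 0.9968 within the MBZ group, and from 0.9669 to 0.9682 between groups. These correlations are across genes, which are not independent replicates. The spread between replicates was small: the common biological coefficient of variation estimated by edgeR was 1.91%. To check whether any library had been entered more than one time, the counts of each pair of replicates were compared by chi-square. All 12 within-group pairs differed by more than sampling noise, with a chi-square per degree of freedom between 1.6 and 2.4, so all 8 libraries were kept as separate replicates. The same quantity between DMSO replicate 1 and MBZ replicate 1 was 132.

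Mebendazole was compared with its solvent for 20867 genes that passed the count filter. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment placed 13877 genes past an adjusted p of 0.05, which is 66.5% of those tested. Of these genes, 6863 were higher and 7014 were lower in MBZ. The median absolute log2 fold change of the genes past the threshold was 0.293. A change of at least 2-fold was found for 1625 of them, or 11.7%, with 812 higher and 813 lower. At least 4-fold changes were found for 243 genes that were higher and 170 that were lower. In 12305 genes (59.0%), all 4 MBZ values lay on one side of all 4 DMSO values, a separation expected for 2.86% of genes by chance. Among the alternatives fixed in advance, the count of genes at least 2-fold changed moved most when limma was run on log2(RPKM + 1) with a mean of at least 1 RPKM, which gave 834 genes. The RPKM table covers 17872 of the tested genes, among which the count-based test found 1124 such genes. A test against a 1.5-fold change, chosen after the data were seen, called 2564 genes.

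**Figure D1:**
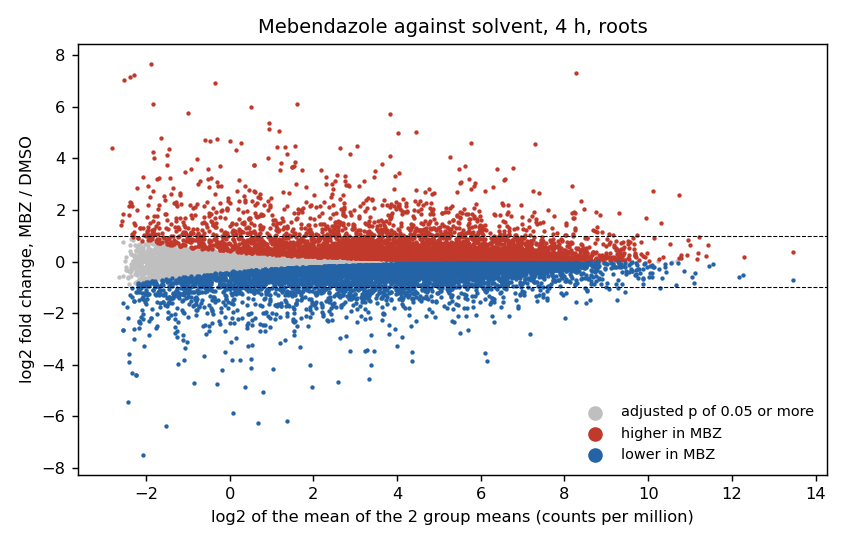
Each point is one of 20867 tested genes, with the log2 of the mean of the 2 group means in CPM on the x axis and the log2 fold change of MBZ over DMSO on the y axis. Red and blue points are the 6863 higher and 7014 lower genes with an edgeR adjusted p under 0.05, grey points are the rest, and dashed lines mark a 2-fold change.

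The gene with the largest rise by the rule fixed in advance, and also with the smallest p-value, encodes a peroxidase superfamily protein (AT5G19890). Its level was 3.92 ± 0.276 CPM in DMSO and 616.5 ± 5.17 CPM in MBZ (SD, n = 4 each). The log2 fold change was 7.31 ± 0.03 (SE), with an edgeR adjusted p of 1.06e-121. With 164 to 197 counts per DMSO library, that SE is below counting error and is too small. The other large rises were of AT1G21320, annotated as a nucleotide-binding protein, the zinc finger gene ZFP2 (AT5G57520), the dirigent-like gene DIR5 (AT1G64160), ACS9 (AT3G49700), which encodes an isoform of the ethylene-producing enzyme ACC synthase, and a thioredoxin superfamily gene (AT4G15680). Their log2 fold changes were 6.13 for AT1G21320, 5.99 for ZFP2, 5.71 for DIR5, 5.37 for ACS9 and 5.14 for AT4G15680. Except for DIR5, with 21 to 29 counts, these had few reads in the solvent libraries. ACS9 had between 2 and 8 counts per DMSO library and between 142 and 230 per MBZ library. Second by p-value among the rises was a glycosyl hydrolase gene (AT4G16260), which went from 288.6 ± 4.08 to 1942 ± 29.3 CPM (SD, n = 4 each), a log2 fold change of 2.75 ± 0.01 (SE).

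The largest falls included 3 light-harvesting chlorophyll-binding genes. CAB2 (AT1G29920) fell by 6.25 on the log2 scale, from 3.18 ± 0.614 to 0.0362 ± 0.0248 CPM (SD, n = 4 each). CAB3 (AT1G29910) fell by 5.06. LHB1B1 (AT2G34430) had at most 3 counts in any MBZ library. Against a floor of 3 counts at the mean depth of all libraries, it was 32.2-fold lower in MBZ. CAB2 and CAB3 are close paralogs, so the division of reads between them is uncertain. The same holds for LHB1B1, which belongs to the same family. Other large falls were of a pectin lyase-like gene (AT1G05650), with a log2 fold change of -6.20, and an uncharacterised gene (AT4G12735), with -4.87. By p-value the first falls were of the expansin gene EXPB3 (AT4G28250) and the glutathione transferase gene GSTU25 (AT1G17180). EXPB3 declined from 252.7 ± 6.31 to 35.6 ± 0.591 CPM, and GSTU25 from 426 ± 5.50 to 92.9 ± 2.55 CPM (SD, n = 4 each). The edgeR adjusted p was 1.46e-95 for EXPB3 and 3.06e-94 for GSTU25.

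Ethylene is a gaseous hormone whose signalling induces a group of receptor, feedback and transcription factor genes, and the ethylene set asked whether that group responded. Of its 23 tested genes, 22 were higher and 1 was lower in MBZ, all past the threshold, and these directions held under the 3 other scalings of the counts. The median log2 fold change was 1.44 (fry adjusted p 9.42e-10), and 0 of 10000 random lists matched on expression had a median as far from 0. ARGOS (AT3G59900) rose from 4.33 ± 0.321 to 72.3 ± 1.52 CPM, a log2 fold change of 4.05 ± 0.04 (SE; edgeR adjusted p 7.05e-86). The receptor gene ETR2 (AT3G23150) rose from 18.03 ± 1.03 to 119.6 ± 1.83 CPM, and the F-box gene EBF2 (AT5G25350) from 144.4 ± 2.06 to 380.9 ± 7.34 CPM (SD, n = 4 each). The transcription factor gene ERF1 (AT3G23240) rose from 0.913 ± 0.198 to 9.01 ± 0.528 CPM (SD, n = 4 each). Log2 fold changes were 2.73 ± 0.03 for ETR2, 1.40 ± 0.02 for EBF2 and 3.28 ± 0.10 for ERF1 (SE), with edgeR adjusted p-values of 3.22e-85, 2.38e-80 and 3.55e-47. The SE of ARGOS and ERF1 lie below counting error and are too small. ARGOS, ETR2, EBF2 and ERF1 were each higher in 4 of 4 MBZ libraries than in any DMSO library. ARL (AT2G44080) rose by 3.15 on the log2 scale. The exception was the chitinase gene HCHIB (AT3G12500), whose log2 fold change was -0.56. Genes of the circadian clock, looked at after the data were seen, also differed between the groups: CCA1 (AT2G46830) had a log2 fold change of -2.90 and LHY (AT1G01060) of -3.42. The labels give no time of day for either harvest.

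**Figure D2:**
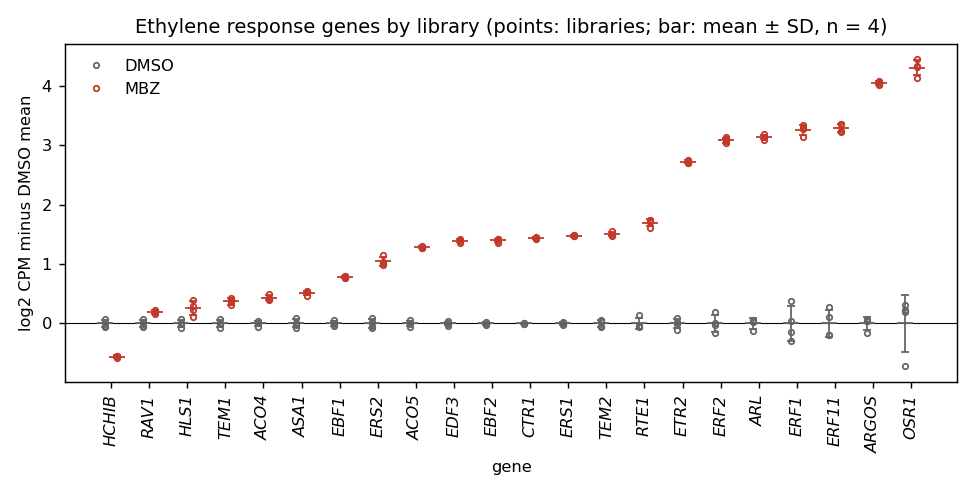
The y axis gives log2 CPM of each library minus the mean of the DMSO libraries, for 22 of the 23 tested ethylene response genes ordered along the x axis; circles are libraries (grey DMSO, red MBZ) and bars are mean ± SD of 4 libraries. All MBZ libraries lie above the DMSO libraries for ARGOS, ETR2, EBF2 and ERF1, and below them for HCHIB.

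The other hormone sets changed in mixed directions. Of 23 tested auxin response genes, 15 were higher (12 past the threshold) and 8 lower (7 past it). The median log2 fold change was 0.32 (fry adjusted p 2.4e-05). IAA2 (AT3G23030) and IAA1 (AT4G14560) rose by 1.03 and 1.40 on the log2 scale, while IAA3 (AT1G04240) and HAT2 (AT5G47370) had log2 fold changes of -0.79 and -0.49. Of 12 cytokinin response genes, 7 were higher (7 past the threshold) and 5 lower (2 past it). The median was 0.22 (fry adjusted p 2.63e-09). ARR3 (AT1G59940) rose by 0.84, and CKX4 (AT4G29740) had a log2 fold change of -0.94. Against random lists matched on expression, medians as far from 0 were found in 5 of 10000 lists for the auxin set and 207 of 10000 for the cytokinin set. Over 16 alternatives other than leaving out libraries, the adjusted p ran from 3.77e-06 to 0.431 for auxin and from 1.23e-09 to 0.235 for cytokinin. The highest value of each came from the competitive camera test, which compares a set with all other genes. The auxin median ranged from 0.08 to 0.33 over these alternatives. Its lowest values, from log2 RPKM, lay within the middle 95% of the random lists (-0.16 to 0.135). Those lists held 23 genes with count-based fold changes, and the RPKM table lacks some auxin genes. No lists were drawn for the RPKM settings, so this comparison is rough. The cytokinin median ranged from 0.20 to 0.34.

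Root hair genes were included because root hairs respond to several hormones. Of 22 tested, 17 were higher and 5 lower in MBZ (16 and 6 under upper-quartile factors). Past the threshold were 14 higher and 4 lower. The median log2 fold change was 0.32 (fry adjusted p 4.99e-07). PRP1 (AT1G54970) rose from 42.0 ± 1.52 to 157.7 ± 5.97 CPM (SD, n = 4 each), a log2 fold change of 1.91. RHS13 (AT4G02270) and RHS19 (AT5G67400) rose by 0.90 and 0.78. The transcription factor genes RSL4 (AT1G27740) and RSL2 (AT4G33880) went in opposite directions, with log2 fold changes of 1.37 and -1.16. No random list of 10000 (0 lists) had a median as far from 0 as the root hair set.

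**Figure D3:**
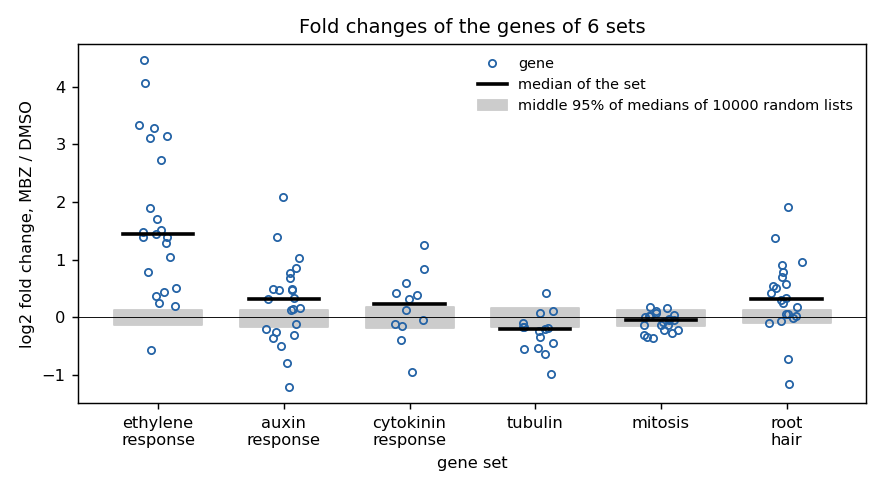
Circles are the log2 fold changes of MBZ over DMSO (y axis) of the tested genes of 6 sets (x axis), black lines are set medians, and grey boxes span the middle 95% of medians of 10000 random lists of equal size and expression. The ethylene median of 1.44 is farthest from its box, and the mitosis median of -0.05 lies inside its box.

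Since mebendazole binds tubulin in parasitic worms, transcripts of all 15 alpha- and beta-tubulin genes were examined. The set had a median log2 fold change of -0.20 (fry adjusted p 9.97e-09), with 12 genes lower and past the threshold. A median as far from 0 was found in 204 of 10000 random lists. Genes of these lists were drawn singly, while the set holds the near-identical pairs named below. The number 204 may therefore be too low. TUB1 (AT1G75780) changed most, from 108 ± 2.82 to 54.4 ± 1.65 CPM (SD, n = 4 each), a log2 fold change of -0.99 ± 0.02 (SE; edgeR adjusted p 2.14e-56). TUA4 (AT1G04820), TUA2 (AT1G50010) and TUA6 (AT4G14960) had log2 fold changes of -0.64, -0.54 and -0.53. TUB5 (AT1G20010) and TUB6 (AT5G12250) had values of -0.44 and -0.34. TUB7 (AT2G29550), TUA5 (AT5G19780), TUB3 (AT5G62700), TUA3 (AT5G19770), TUB2 (AT5G62690) and TUB4 (AT5G44340) lay between -0.24 and -0.09. TUB9 (AT4G20890) and TUB8 (AT5G23860) were higher, by 0.43 and 0.10. TUA1 (AT1G64740) differed by 0.08 with an edgeR adjusted p of 0.0629. Each of the 15 genes had the same sign under all 26 other settings. TUA2 and TUA4, TUA3 and TUA5, and TUB2 and TUB3 are near-identical pairs whose reads may be shared. With the counts of each pair summed, the log2 fold changes were -0.59, -0.19 and -0.18.

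**Figure D4:**
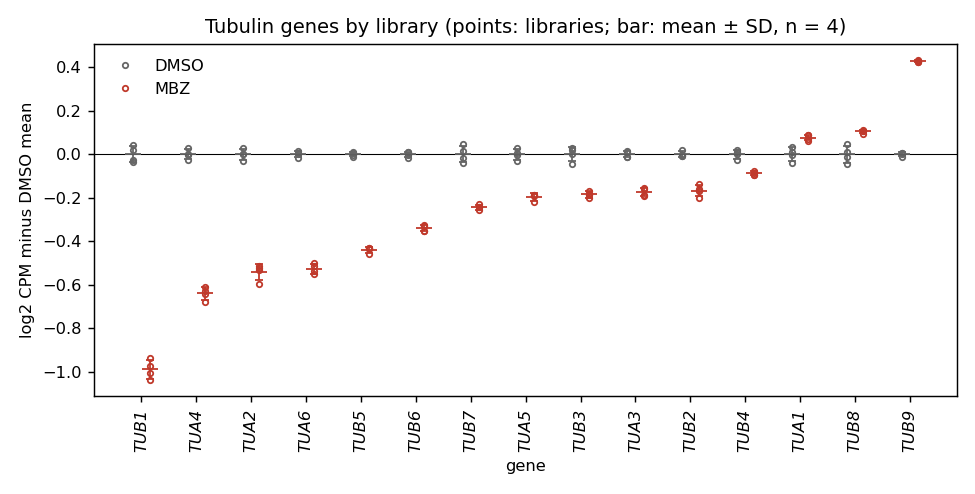
The y axis gives log2 CPM of each library minus the mean of the DMSO libraries for the 15 tubulin genes ordered along the x axis; circles are libraries (grey DMSO, red MBZ) and bars are mean ± SD of 4 libraries. TUB1 has the lowest MBZ values (log2 fold change -0.99) and TUB9 the highest (0.43).

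Mitosis genes were examined because drugs that depolymerise microtubules hold dividing cells in mitosis. The 21 genes had a median log2 fold change of -0.05 and a range from -0.35 to 0.18. In MBZ 8 were higher and 13 lower (5 and 16 under upper-quartile factors, 7 and 14 with library size alone). Past the threshold were 2 higher and 7 lower. The fry adjusted p was 0.00605, but 4566 of 10000 random lists had a median as far from 0 and over the same 16 alternatives the adjusted p ran from 0.00148 to 0.608, the latter from camera. CYCB1;2 (AT5G06150), CDKB1;1 (AT3G54180), CYCA1;1 (AT1G44110) and CDKB2;2 (AT1G20930) were each lower by less than 0.4 on the log2 scale, with log2 fold changes of -0.30, -0.35, -0.35 and -0.22.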

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

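No test in this part was chosen only after its result was seen. Within each group of 4 libraries, the library farthest from the others was tested with Dixon's ratio (the gap to the nearest library over the range of the group, at its 95% critical value). This was done for 62 measures in both groups, or 124 groups of 4, and 10 stood out, which is 8.06%. Chance gives about 5%, and the measures are not independent of each other. The largest ratio was for CAB2 in the MBZ group (0.945), where replicate 1 had 4 counts and the others 1 count each. The other ratios were 0.840 for AT1G05650 in DMSO (replicate 1 high), 0.843 for IAA3 in DMSO (replicate 3 high), 0.883 for HAT2 in DMSO (replicate 4 low), 0.834 for PRP1 in DMSO (replicate 3 low), 0.861 for TUA5 in MBZ (replicate 3 low), 0.8293 for TUB2 in DMSO (replicate 4 high) and 0.840 for TUB5 in MBZ (replicate 3 low). For the set scores, the mean log2 level of a set's genes, the ratio was 0.853 for cytokinin response in DMSO (replicate 2 high) and 0.888 for root hair in DMSO (replicate 4 high).

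These deviations were small beside the treatment effect. HAT2 in DMSO replicate 4 was 47.8 CPM against 49.78 to 50.04 in the other 3 libraries, and the root hair score of that library was 0.0187 on the log2 scale. An excess of this size may be chance among many groups tested, since the share of 8.06% was under the limit of 10% set for that explanation. No library held most of the deviations: the most on one library was 3 of 10, in DMSO replicate 4, the shallowest library. The same library lay apart on the second principal component, outside the measures tested, at -16.2 against 3.39 to 7.8 for the other DMSO libraries, so it cannot be ruled out that it differs slightly from them. No biological explanation was tested, since the design gives none for differences within a group.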

How the results depend on the processing

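The number of genes past the threshold stayed between 12312 and 14176 in the alternatives fixed in advance, against 13877, and the replicates left out in turn gave from 13356 to 13596 genes. The same 8 fits gave from 6609 to 6752 higher and from 6747 to 6844 lower genes, from 1646 to 1720 genes changed at least 2-fold, from 816 to 846 at least 2-fold higher and from 822 to 894 at least 2-fold lower. Of the 13877 genes, 13051 also passed in DESeq2 and all of those had the same direction. The share of higher genes was 49.5%, with the lowest value, 43.7%, under upper-quartile factors. Across all settings the median log2 fold change of all genes moved by at most 0.029.

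Counts of at least 2-fold changes moved both ways with the filter on low counts: 2075 genes (1017 higher, 1058 lower) with no filter and 1207 (627 higher, 580 lower) with a mean of at least 50 counts. They were lower with the RPKM table: 841 genes with log2(RPKM + 1), of which 461 were higher and 380 lower, against 1625, 812 and 813. With a mean of at least 1 RPKM these were 834, 456 and 378, and with log2(RPKM + 0.1) 528 genes were at least 2-fold lower. Part of this follows from coverage, since the count-based test found 1124 such genes, 529 of them lower, among the genes the RPKM table holds. With a pseudocount of 0.1 the RPKM table gave 1097 genes, 569 higher and 528 lower, against 1124, 595 and 529.

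The GC correction, chosen after the data were seen, gave 13941 genes. A test against a 1.5-fold change, also chosen then like the assumed variations below, called 2564 genes (1244 higher, 1320 lower). Assuming a biological coefficient of variation of 0.1 in place of the estimated 1.91% gave 7613 genes (3508 higher, 4105 lower), and assuming 0.2 gave 3604 (1664 higher, 1940 lower). Both used the likelihood-ratio test, so the fall from 13877 cannot be put down to the assumed variation alone. Genes past the threshold and changed at least 2-fold numbered 1555 in the 1.5-fold test and 1626 under each assumed variation, against 1625. The number of genes called at any size of change therefore depends on how far the spread between these libraries stands for the spread between independent plants.

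Equal replicate numbers showed no pairing: the deviations from the group means of same-numbered libraries had a mean correlation of -0.0191, against 0.00636 for other numbers. With the replicate block, 13786 genes passed (6818 higher, 6968 lower), and 1625 changed at least 2-fold. Set medians with the block were 1.44 for ethylene, 0.29 for auxin, 0.22 for cytokinin, -0.20 for tubulin, -0.05 for mitosis and 0.32 for root hair, with 0.0448, for mitosis, as the highest fry adjusted p. The replicate block with the length correction gave 13782 genes and with the GC correction 13817.

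The ethylene, tubulin and root hair sets kept their direction and stayed past the threshold in every setting run for sets, the camera test included. Ethylene medians ranged from 1.39 to 1.46, tubulin medians from -0.23 to -0.17 and root hair medians from 0.29 to 0.34. Auxin medians were 0.0833 with log2(RPKM + 1), 0.1158 with log2(RPKM + 0.1) and 0.154 with a mean of at least 50 counts. The auxin median of 0.3171 is the value of IAA20, with a mean of 16.9 counts and an edgeR adjusted p of 0.349. The filter at 50 counts removes IAA20 and IAA5, and the RPKM table holds neither these nor IAA29, LBD33 and GATA23. Under camera, the auxin set (median 0.3171, adjusted p 0.431), the cytokinin set (0.2246, adjusted p 0.235) and the mitosis set (-0.04734, adjusted p 0.608) were no longer past the threshold. The mitosis set also lost it with the replicate block and the length correction (-0.04375, adjusted p 0.0525) or the GC correction (-0.04077, adjusted p 0.0555), and its adjusted p over the 16 alternatives with all libraries ran from 0.00148 to 0.608. Leaving out one library gave medians from 1.438 to 1.447 for ethylene, from 0.1407 to 0.3469 for auxin, from 0.1993 to 0.239 for cytokinin, from -0.2082 to -0.1869 for tubulin, from -0.07739 to -0.03555 for mitosis and from 0.3123 to 0.3298 for root hair.

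Among 1352 comparisons of the 52 genes chosen by rule with their values under 26 other settings, 1304 kept their side of the threshold, 43 fell below it, 5 rose above it and 0 reversed. All 43 came from the settings that raised the assumed variation or the size of change tested. The 5 concerned TUA1. At these depths the limits concern genes with few reads in one group, such as LHB1B1, whose fold change was taken against a floor and is approximate.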

Other observations

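In this part the tests on random lists for the 6 sets, on the spread between replicates and on the sample numbers in the column names were chosen only after the results were seen. The 4 lists of clock, leaf and low-oxygen genes were written after the genes that prompted them had been seen, and before the values of the listed genes were looked at. The remaining tests were chosen before their own results were seen.

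The first pattern concerns the circadian clock. CCA1 and LHY, clock genes that peak near dawn, were noticed among the larger falls, with log2 fold changes of -2.90 ± 0.08 and -3.42 ± 0.08 (SE; edgeR adjusted p 2.85e-50 and 1.13e-58). JMJD5, an evening gene, rose by 4.08. If the MBZ roots had been harvested later in the day than the DMSO roots, other clock genes would shift by their phase. Of 12 day- and evening-phased clock genes, 11 were higher in MBZ, with a median log2 fold change of 1.34 that exceeded 100% of 10000 random lists. Of 6 dawn-phased genes, 5 were lower, with a median of -0.799, above only 0.01% of random lists. PRR9 differed by -0.07, PRR7 by 0.10, PRR5 by 0.63, PRR3 by 1.84 and TOC1 by 1.5. ELF4 rose by 3.22 and GI by 1.19. RVE2 was an exception among the dawn genes and rose by 0.84. The series text describes 4 h of treatment for both media, but the sample titles and descriptions give a time only for MBZ. A difference in harvest time is a candidate explanation that passed its test. An action of mebendazole on the clock would give the same values, and the 2 cannot be told apart here. If harvest times differed, part of the 13877 changes may follow time of day, and no reference of daily rhythms was used here to say which. The ethylene response set was not tested against daily rhythm.

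A second pattern is the fall of light-harvesting genes in roots. Shoot tissue carried over into the DMSO libraries would lower other leaf genes in MBZ too. All 12 other photosynthesis genes of the leaf list were lower, 11 past the threshold, with a median log2 fold change of -0.774 below every one of 10000 random lists. The size varied widely: RBCS2B went from 0.697 ± 0.167 to 0.00562 ± 0.0112 CPM (SD, n = 4 each), CA1 differed by -3.53 and RBCS3B by -3.65, but RCA by -0.05 (edgeR adjusted p 0.205). Transcripts of the chloroplast genome took 15.08 to 17.06 CPM in DMSO and 14.14 to 15.62 CPM in MBZ libraries. RCA went from 34.35 to 33.2 CPM, while PSBO1 went from 88.92 to 56.04 CPM and GLDP1 from 127.2 to 94.13 CPM. The largest log2 falls in the list were of genes with low DMSO levels: RBCS2B, RBCS3B (1.221 CPM) and CA1 (1.692 CPM). PRK, at 1.583 CPM, differed by -0.89. The nearly flat RCA and chloroplast values count against shoot tissue as the source of the losses of PSBO1 and GLDP1 in CPM. For the low genes they cannot decide, since a loss of that size in RCA would be close to its SD of 1.44 CPM in DMSO. A trace of shoot tissue behind the genes near 0 in MBZ was not excluded. A difference in harvest time remains possible, since light-harvesting genes have daily rhythms, as does an effect of the drug.

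ERF73, a gene of the ethylene response factor family induced by low oxygen, rose by 3.21 ± 0.03 on the log2 scale (SE; edgeR adjusted p 2.48e-94). Of 9 core genes of the response to low oxygen, 8 were higher, with a median of 0.825 above 99.99% of random lists. HB1 rose by 2.82, SUS4 by 2.08 and ADH1 by 1.85, while LBD41 rose by 0.27 and SUS1 differed by -0.76. ERF71, a close relative of ERF73 looked at afterwards, had a log2 fold change of -2.35. Reduced oxygen supply during treatment may therefore contribute, though the genes did not move together. No test here separates it from ethylene acting on the same genes.

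The replicates were unusually alike. The biological coefficient of variation was 1.91% over all tested genes and 1.6% for the most abundant 10% of genes. Pairs of replicates had a chi-square per degree of freedom of at least 1.6, so no library was entered more than one time, and between 1.40 and 1.55 for genes with under 200 counts in the pair. Replicate libraries drawn from one RNA pool per treatment are a possible explanation for the value of 1.91%. Large pools of seedlings harvested together would give the same, so the data cannot tell these apart. In either case the adjusted p-values describe these libraries more surely than a repeat of the experiment.

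The column names carry running sample numbers, from 69 to 72 for DMSO and from 77 to 80 for MBZ, and 0 MBZ libraries had a number among those of DMSO. Samples listed by group would always give this, so it says nothing on a library or sequencing batch, and the labels name none. Technical explanations for the 13877 genes were tested. After thinning every library to 38042437 counts, 13378 genes passed. After corrections on GC content and gene length, 13941 and 13853 passed, and without the 10 most abundant genes 13865 passed. None of these 4 steps removed the difference between groups. Because harvest time remains open, and pooling bears on how many genes pass, no biological explanation is put forward for the total.

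The 8 libraries can be split into groups of 4 in 35 ways. In 8 of these every same-numbered pair is parted, as in the real split. Of those 8, 1 split, the real one, gave as many genes past the threshold, and 1 gave as many genes changed at least 2-fold. The other 7 gave 0 genes, with 110 to 801 genes at an unadjusted p under 0.05. A share under 0.05 cannot be reached with 8 splits. The remaining 27 splits keep some same-numbered libraries together and also gave 0 genes (102 to 834 at an unadjusted p under 0.05 over all 34 other splits). All other splits mix treated and untreated libraries, which raises the estimated spread, so the 0 counts are partly fixed by the design. For set medians, 1 of the 8 splits was as large for the ethylene, auxin, cytokinin, tubulin and root hair sets, and 3 of 8 for the mitosis set. Over all 35 splits, 1 was as large for each of the former sets and 5 for the mitosis set. The mixing of treated and untreated libraries bears on these numbers too.

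Random lists matched on expression asked whether the sets merely follow the widespread change. Of 10000 lists, 0 had a median as far from 0 as the ethylene set, 0 as the root hair set, 5 as the auxin set, 204 as the tubulin set, 207 as the cytokinin set and 4566 as the mitosis set. The mitosis median is thus no larger than that of genes picked at random. For tubulin, summing near-identical pairs gave a median of -0.214, which was not placed among random lists. Both members of each pair were lower to begin with, so the sum had to be lower and the effect of read sharing cannot be told from it. The 2995 tested genes outside the RPKM table were changed at least 2-fold in 16.7% of cases, against 6.29% for genes within it. Their median mean count was 34.9 against 1074, and the role of low counts in that difference was not tested.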
